A study of Mus musculus with 8 samples.

How the data were processed

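Granulosa cells, the somatic cells that line the ovarian follicle, were profiled by RNA-seq in 8 samples from mice of a CBA by C57BL/6 F1 cross aged 21 days. Per the labels, all mice received 5 IU of equine chorionic gonadotrophin (eCG), which drives follicle growth. After 46 h, 4 samples were taken without further treatment (replicates 1 to 4, the eCG-only group) and the others followed an injection of 5 IU of human chorionic gonadotrophin (hCG), which acts on the luteinising hormone receptor (replicates 5 to 8, the hCG group). The labels disagree on the interval after hCG: the protocol and the series design give 8 h, and the treatment label of each hCG sample gives 6 h. No value below depends on which is right, and the groups were taken from the sample titles. Each number names a single sample, no number occurs in both groups, and no batch is given.

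Per the labels, RNA was extracted on columns, depleted of ribosomal RNA and made into libraries with a SMARTer stranded kit. Each deposited file lists 139225 transcripts with a length, an effective length, a TPM and an estimated count, per the file headers, in the column layout of the salmon quantifier. The aligner or quantifier version, the annotation release, the read length and whether strand was used are not stated in the labels. The deposited TPM (a length-scaled share of the transcripts) was recomputed from the deposited estimated counts and effective lengths with a largest difference of 2.73 TPM, and was used for no test. The effective length was the length minus 250 bases for 99.2% of transcripts longer than 1000 bases. The authors' files carry estimated counts that need not be whole, so they were summed over the transcripts of each gene and rounded to whole numbers before testing. An estimated count depends on how reads that fit several transcripts were divided among them, so values of overlapping genes and of single transcripts carry that uncertainty.

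Transcript identifiers were joined without their version suffix to GENCODE release M21, which was used for names, biotypes and neighbour relations. This matched 137183 transcripts (98.5%) of 51724 genes, of which 35784 had any read. The files use a later release, since 137146 of the matched transcripts had a higher version than in M21, so no coordinates are given. The 2042 unmatched transcripts held between 0.399% and 0.632% of the reads of a sample and were analysed separately.

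Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with robust dispersion estimation, TMM normalization and the filterByExpr filter, on all 8 samples with the group as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and an adjusted p under 0.05 is called changed. Standard errors (SE) of log2 fold changes were derived from the quasi-likelihood F statistic. Values per sample are counts scaled to a common library total (CPM) after TMM. Gene sets were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM with a prior count of 2, and the mean log2 CPM of each set was also compared by an exact permutation test. Transcript usage was tested with voom and diffSplice in limma (F test per gene) over transcripts with a mean of at least 10 counts and at least 10% of their gene in either group. Single values were compared by two-sided exact permutation tests of 4 samples against 4, which have 70 labelled splits and cannot give a p below 0.0286. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for joins and permutations.

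The designs, the alternatives, the gene panel, the gene sets, the marker lists and the rule for naming genes were fixed before the data were examined. The named genes are the 92 panel genes, and the 6 genes with the largest positive and the 6 with the largest negative log2 fold change among changed genes with a mean of at least 2 CPM in the higher group, no overlap of the groups in CPM, and a symbol that is not a placeholder. For transcript usage, the 4 genes with the smallest p among genes with at least 100 mean counts are named. Any other gene in the text was singled out after its values were seen.

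The alternatives were the size factors of DESeq2 in edgeR, library size alone, the Wald test of DESeq2 1.42.0, limma-voom, no expression filter, a mean count of at least 10, dispersion without robust estimation, an offset for average effective length, protein-coding genes only, a test against a log2 fold change of 1, libraries thinned to the smallest total, and each replicate left out in turn. For gene sets they were an inter-gene correlation of 0.05, the fry test, other size factors and no filter. For transcript usage they were the Simes test, a minimum of 50 counts and no minimum share. The alternatives that concern files with normalized values alone were not needed. After the data were seen, 3 were added: unmatched transcripts as features of their own, no mitochondrial or ribosomal RNA genes, and transcript usage without retained introns.

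The steps were tested on simulated data, with counts drawn from the means and library sizes of the real samples. With 200 of 21233 genes changed, edgeR recovered 94.5% of them and 4.55% of its calls were false. The corresponding values were 93.5% and 3.11% for voom, and 96.5% and 16.8% for DESeq2. Both of 2 altered gene sets were recovered without a false call among 10 sets. For transcript usage, 91.6% of 142 genes with swapped transcripts were recovered and 6.49% of the calls were false among 7957 genes tested. Simulated genes were drawn independently, so the result for sets does not show the rate of false calls where genes vary together. The share of genes altered was far below the 43.0% called changed in the real data. The simulation therefore does not test normalization or false calls at that share.

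Sample totals lay between 63.95 and 79.9 M reads (M, megareads). At this depth, 3 counts correspond to about 0.0428 CPM in the eCG-only group, and this was taken as the smallest level that could be shown. Intervals and floors cover counting error only, and the labels describe no molecular identifiers. Of the 105 genes named, 4 share exonic sequence with another gene of the same strand and 28 are overlapped by an exon of a gene on the opposite strand in M21. Because strand use in the counting is not stated, their values may include reads of the overlapping gene.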

Results

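The data set comprised RNA-seq profiles of granulosa cells from 4 eCG-only samples and 4 samples taken after hCG, at 8 h per the protocol and 6 h per the sample labels. The question posed by its design is how the granulosa cell transcriptome changes in response to an ovulatory luteinising hormone stimulus. Total estimated reads per sample lay between 63.95 and 79.9 M (M, megareads), with a mean of 69.8 ± 7.07 M in the eCG-only group and 73.4 ± 2.50 M in the hCG group (SD, n = 4 each). The totals did not differ between the groups (two-sided exact permutation p = 0.343). The number of genes with at least 1 read was 28645 ± 414 in the eCG-only group and 28873 ± 494 in the hCG group (SD, n = 4, exact permutation p = 0.514). Mitochondrial ribosomal RNA took 19.9% ± 0.846 of reads in the eCG-only group and 19.8% ± 0.535 in the hCG group (SD, n = 4, exact permutation p = 0.771), and mt-Rnr2 alone accounted for a mean of 18.2% of reads. The smallest exact permutation p among the 7 library measures was 0.0571, for the share of reads on unmatched transcripts (0.472% ± 0.107 and 0.407% ± 0.00592, SD, n = 4). With 4 samples against 4, a single measure out of 7 could not pass 0.05 after adjustment.

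Replicates of a group were compared before they were averaged. The chi-square of their counts per degree of freedom ranged from 15.5 to 29.5 among pairs of eCG-only samples and from 22.3 to 133 among pairs of hCG samples, above the counting noise that a library sequenced again would show. This ratio does not show whether samples came from different mice. Pearson correlations of log2 CPM across genes were 0.985 to 0.990 within the eCG-only group, 0.981 to 0.989 within the hCG group and 0.933 to 0.962 between the groups. The first principal component held 67.4% of the variance and separated the groups without overlap. The eCG-only samples lay between -76.2 and -64.4 on it, and the hCG samples at 83.1, 83.8, 48.3 and 61.3 for replicates 5 to 8.

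**Figure D1:**
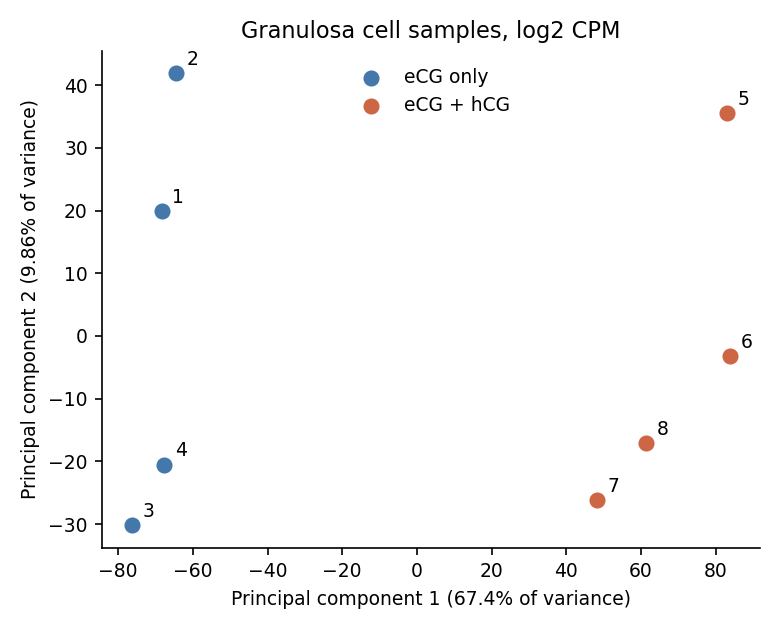
Principal components 1 (67.4% of variance) and 2 (9.86%) of log2 CPM over the genes tested, with a point for each of the 8 samples, coloured by group and numbered by replicate. The eCG-only samples lie between -76.2 and -64.4 on component 1 and the hCG samples between 48.3 and 83.8.

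The first comparison asked which genes differ between granulosa cells before and after hCG. Of 21617 genes tested with edgeR, 9306 (43.0%) changed at an adjusted p under 0.05, with 4407 higher and 4899 lower after hCG. A change of at least 2-fold was estimated for 1847 of the higher genes and 1511 of the lower genes. Of all genes tested, 9297 (43.0%) showed no overlap between the CPM values of the groups, against 2.86% given by chance for 4 samples against 4. The median log2 fold change of all genes tested was -0.04 and the biological coefficient of variation was 18.1%. Leaving out replicate 1 moved the count of changed genes most, to 8054, and 7865 of these were changed in the same direction with all samples. Among alternatives that kept all samples and tested for a change of any size, the length offset moved it most, to 8233. A test against a log2 fold change of 1 left 1059 higher and 439 lower genes. The share of changed genes that were higher was 47.4% with TMM, 42.3% with library size alone and 52.3% with the size factors of DESeq2, so these data do not show which direction is more frequent. Of 15728 protein-coding genes tested, 7930 changed.

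Large changes were mostly increases. At an adjusted p under 0.05, 224 genes were at least 16-fold higher and 5 were at least 16-fold lower after hCG. The largest increase among the genes selected by rule was that of Sult1e1 (ENSMUSG00000029272, an oestrogen sulfotransferase), which rose from 0.0932 ± 0.0580 to 741 ± 134 CPM (SD, n = 4), a log2 fold change of 12.89 ± 0.31 (SE, edgeR adjusted p = 2.61e-09). Nts (ENSMUSG00000019890, neurotensin) rose from 0.137 ± 0.0552 to 606 ± 153 CPM, a log2 fold change of 12.11 ± 0.31. Ptx3 (ENSMUSG00000027832, pentraxin 3) rose from 0.186 ± 0.128 to 174 ± 21.1 CPM, a log2 fold change of 9.89 ± 0.27. No read was assigned to Gcg (ENSMUSG00000000394), Kcnk10 (ENSMUSG00000033854) or Fosl1 (ENSMUSG00000024912) in any eCG-only sample. After hCG, Gcg reached 5.27 ± 1.19 CPM, at least 123-fold over the floor of 3 counts, and Kcnk10 reached 3.81 ± 0.690 CPM, at least 88.9-fold over it. Fosl1 reached 3.10 ± 2.79 CPM, at least 72.3-fold over the floor, with 7.19 CPM in replicate 6 and between 1.26 and 2.57 CPM in the others. An exon of Fosl1 is overlapped by Ccdc85b on the opposite strand, so its level is uncertain.

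The decreases were smaller. Pgr15l (ENSMUSG00000031212) fell from 9.74 ± 1.67 to 0.235 ± 0.110 CPM (SD, n = 4), a log2 fold change of -5.36 ± 0.28 (SE, edgeR adjusted p = 1.59e-07). Atp4b (ENSMUSG00000031449) fell from 10.97 ± 1.28 to 0.469 ± 0.382 CPM, a log2 fold change of -4.56 ± 0.48. The log2 fold changes of the remaining 4 genes selected by rule were -3.29 for Ogdhl, -3.28 for Slco2b1, -3.15 for Ccdc3 and -3.14 for Kcne2. Their SE lay between 0.23 for Slco2b1 and 0.43 for Kcne2. All 12 genes selected by rule kept their direction and an adjusted p under 0.05 in each alternative that was run.

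The next comparison concerned 92 genes of follicular growth, ovulation and luteinisation that had been listed beforehand. Of these, 76 changed at an adjusted p under 0.05 over all genes tested (47 higher and 29 lower), and 78 changed when the adjustment was made over the panel alone. Across the alternatives the count lay between 69 and 78. Among the 21 ovulatory mediators, 19 were higher and none was lower. The progesterone receptor gene Pgr rose from 1.26 ± 0.135 to 118 ± 51.6 CPM (SD, n = 4), a log2 fold change of 6.55 ± 0.41 (SE, edgeR adjusted p = 7.10e-07). The log2 fold changes of the EGF-like ligand genes were 3.85 ± 0.43 for Areg, 5.83 ± 0.40 for Ereg and 7.03 ± 0.35 for Btc. Ptgs2, which encodes an inducible prostaglandin synthase, rose from 1.23 ± 0.108 to 236 ± 61.8 CPM, a log2 fold change of 7.58 ± 0.24. Pgr, Areg, Btc and Ptgs2 were lower in hCG replicate 6 than in the other hCG samples, Pgr standing at 40.9 CPM there and between 143 and 147 CPM in the others. The proteases Adamts1 and Adamts9 rose by 2.16 ± 0.21 and 2.78 ± 0.17 on the log2 scale. The rise of Ptger4, by 0.76 ± 0.25, had an adjusted p of 0.0281 and ranged up to 0.0947 among the alternatives. Pparg (log2 fold change 0.02 ± 0.09) and Ptger2 (adjusted p = 0.998) did not change.

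**Figure D2:**
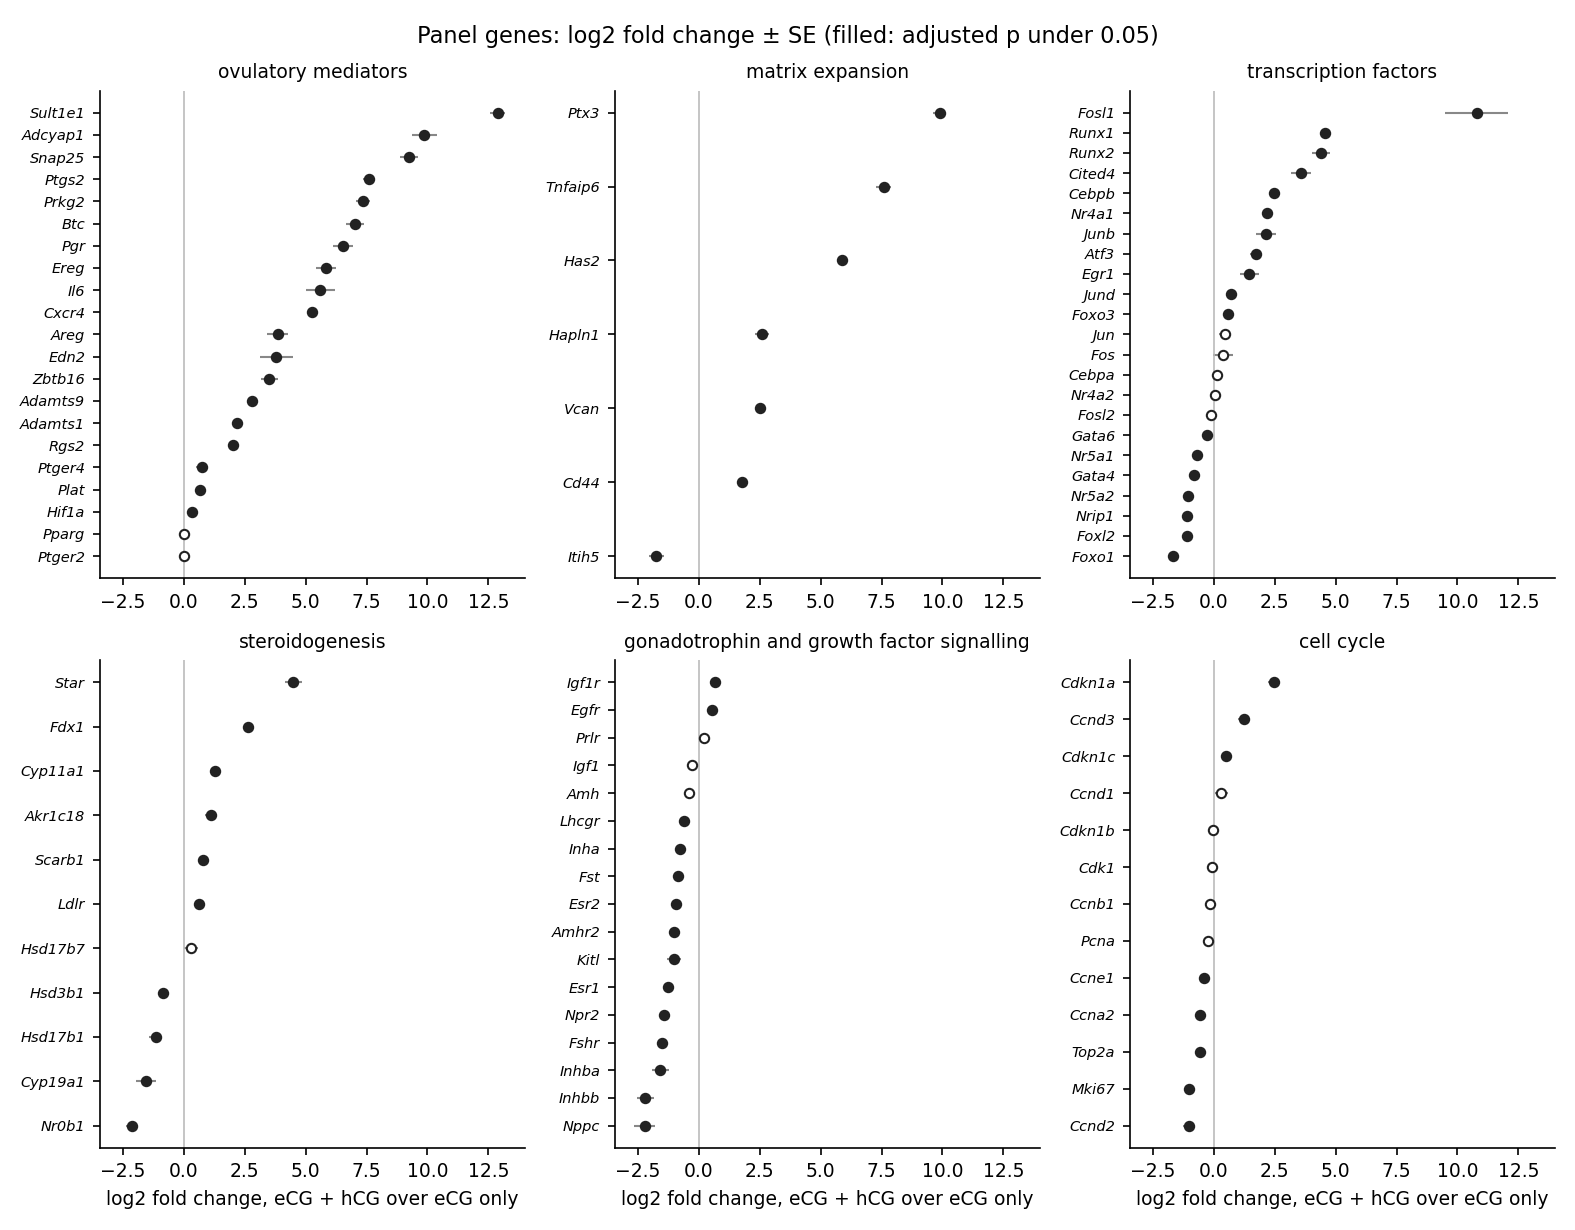
Log2 fold change (hCG over eCG only, horizontal axis) with its SE for each of the 92 panel genes in 6 classes, with filled points for genes at an edgeR adjusted p under 0.05 and open points for the others. Filled points stand for 76 genes, and the class of ovulatory mediators holds 19 that were higher and none that was lower.

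Of the 7 genes of cumulus matrix expansion, 6 were higher and 1 was lower. Has2, the hyaluronan synthase gene, rose by 5.89 ± 0.18 and Tnfaip6 by 7.59 ± 0.32 on the log2 scale (SE). Vcan, the gene of the proteoglycan versican, rose from 1667 ± 161 to 9621 ± 1981 CPM (SD, n = 4), a log2 fold change of 2.53 ± 0.16 (edgeR adjusted p = 8.74e-07), and took 0.945% of all reads after hCG against 0.168% before. Itih5 fell by 1.76 ± 0.30 (log2, SE). Among 23 transcription factor genes, 11 were higher, 7 were lower and 5 did not change. Runx1 rose by 4.55 ± 0.18, Runx2 by 4.39 ± 0.38 and Cebpb by 2.48 ± 0.15 on the log2 scale. Foxo1 fell from 598 ± 45.5 to 186 ± 49.2 CPM, a log2 fold change of -1.68 ± 0.17, and Nr5a2 from 1587 ± 150 to 761 ± 246 CPM, a log2 fold change of -1.06 ± 0.20. Cebpa, Fos, Fosl2, Jun and Nr4a2 did not change, and Fos had a log2 fold change of 0.38 ± 0.41 (adjusted p = 0.504).

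Genes of steroidogenesis moved in both directions. Star rose from 43.5 ± 22.1 to 979 ± 106 CPM (SD, n = 4), a log2 fold change of 4.49 ± 0.35 (SE, edgeR adjusted p = 3.21e-06). Cyp11a1 rose by 1.29 ± 0.18 and Fdx1 by 2.62 ± 0.11 on the log2 scale. Cyp19a1, the aromatase gene, fell from 812 ± 100 to 277 ± 184 CPM, a log2 fold change of -1.55 ± 0.40 (adjusted p = 0.00816), and its adjusted p was 0.0821 without an expression filter. Hsd3b1 had a log2 fold change of -0.86 ± 0.15 and Hsd17b1 of -1.16 ± 0.26. Of 17 genes of gonadotrophin and growth factor signalling, 12 were lower, 2 were higher and 3 did not change. The log2 fold changes were -1.51 ± 0.11 for Fshr, -0.62 ± 0.18 for Lhcgr, -1.59 ± 0.34 for Inhba, -2.21 ± 0.35 for Inhbb, -1.43 ± 0.20 for Npr2 and -2.23 ± 0.43 for Nppc. With the length offset the change of Lhcgr was -0.36 with an adjusted p of 0.163. Of 13 cell cycle genes, 3 were higher, 5 were lower and 5 did not change. Cdkn1a rose by 2.47 ± 0.25 on the log2 scale, while Mki67 had a log2 fold change of -1.02 ± 0.14 and Ccnd2 of -1.03 ± 0.26. The adjusted p of Ccnd2 ranged up to 0.0673 among the alternatives.

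Gene sets written beforehand were compared between the groups with camera in limma. At an adjusted p under 0.05, 3 of the 10 sets were higher after hCG and 2 were lower. At least 5 sets passed the same threshold in 17 of the 35 splits of the 8 samples into groups of 4. Of the other 16, 12 kept 3 samples of a group together and so held part of the real contrast, and 4 were among the 18 splits with 2 samples of each group on both sides. The set scores were also compared by exact permutation. The cholesterol biosynthesis score rose from 6.23 ± 0.10 to 7.10 ± 0.08 log2 CPM (SD, n = 4, exact permutation p = 0.0286), with 24 of its 25 genes higher. The inflammatory mediator score rose from 0.61 ± 0.13 to 1.76 ± 0.09 log2 CPM (exact permutation p = 0.0286), with 15 of its 20 tested genes higher. Its largest rises, of Il6, Il33, Lif and Cxcl5, started from means of 0.0358 to 0.221 CPM and reached 1.75 to 3.29 CPM. With edgeR, 12 of its genes were higher and 1 was lower at an adjusted p under 0.05. The lower gene was Ptges, which fell from 294 to 57.3 CPM. The DNA replication score fell from 5.65 ± 0.15 to 5.05 ± 0.18 log2 CPM (exact permutation p = 0.0286), with 1 of its 35 genes higher. The mitosis score fell from 6.42 ± 0.08 to 6.08 ± 0.20 log2 CPM, and its exact permutation p was 0.0286 with TMM and 0.0857 with the size factors of DESeq2. The score of cytoskeleton and smooth muscle genes rose from 4.99 ± 0.15 to 5.52 ± 0.14 log2 CPM (exact permutation p = 0.0286). Of its 19 genes, 9 were higher and none was lower at an edgeR adjusted p under 0.05. The 9 included Tpm4, Vcl, Vim and Flna, while Acta2, Actg2, Cnn1, Lmod1, Myl9 and Tagln did not change. The rise of the score therefore does not show a rise of smooth muscle genes. The hypoxia response score also separated the groups, at 4.75 ± 0.02 and 5.196 ± 0.08 log2 CPM (exact permutation p = 0.0286), although camera gave it an adjusted p of 0.141. Its members moved in both directions, with 12 of 20 genes higher. With edgeR, 8 were higher and 4 were lower at an adjusted p under 0.05. An exact p of 0.0286 is the smallest that 4 samples against 4 can give, and its adjusted value over the 10 sets was 0.0476 with TMM. With the size factors of DESeq2 that adjusted value was 0.0571, so no set passed 0.05. Glycolysis, oxidative phosphorylation, ribosomal protein and endoplasmic reticulum stress scores did not separate the groups with TMM, with exact permutation p between 0.0571 and 0.6. With library size alone, glycolysis, oxidative phosphorylation and endoplasmic reticulum stress were lower after hCG without overlap (exact permutation p = 0.0286, adjusted 0.0317).

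**Figure D3:**
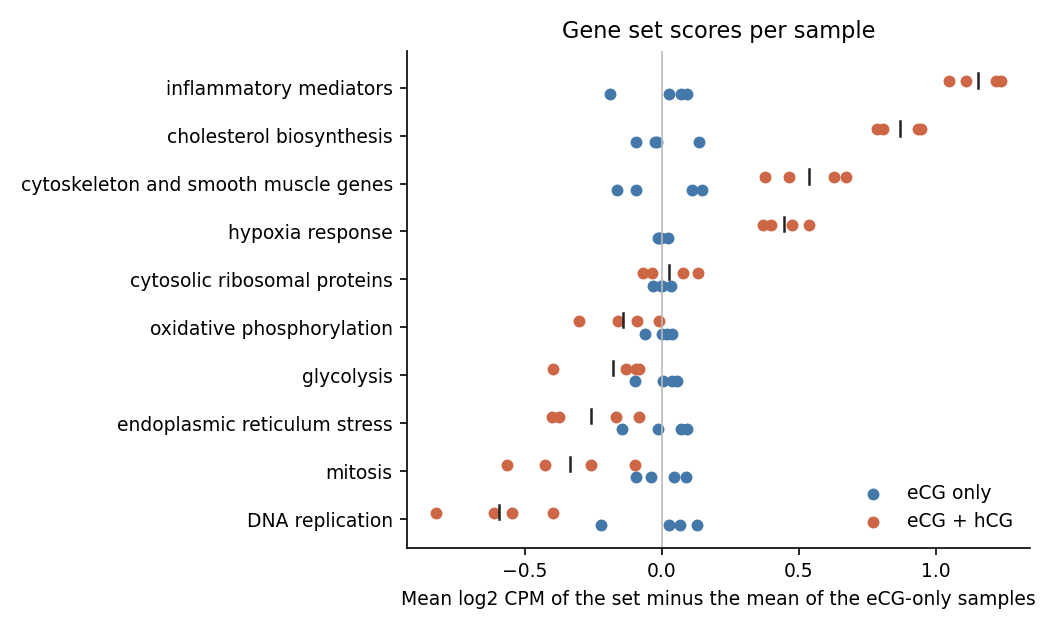
Mean log2 CPM of each of the 10 gene sets per sample, relative to the mean of the eCG-only samples (horizontal axis, log2 units), with points for the 4 eCG-only and 4 hCG samples and a vertical line at the mean of the hCG samples. The inflammatory mediator mean lies at 1.15 and the DNA replication mean at -0.59.

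The last comparison asked whether transcripts of a gene changed unequally. Of 8003 genes tested with 19830 transcripts, 622 (7.77%) changed in transcript usage at an adjusted p under 0.05 with limma. Of these, 367 also changed in their total and 255 did not. Leaving out replicate 1 moved this count most, to 383. In Ephx2, the share of ENSMUST00000224698.2 rose from 56.8% ± 5.12 to 85.5% ± 1.98 of the gene's estimated count and that of ENSMUST00000070515.2 fell from 39.6% ± 4.77 to 6.69% ± 1.40 (SD, n = 4, limma adjusted p = 1.99e-06), while the gene total rose by 2.36 on the log2 scale. In Srsf7, the share of ENSMUST00000063417.11 fell from 47.8% ± 0.928 to 33.9% ± 4.21, and that of ENSMUST00000235069.2 rose from 10.47% ± 1.83 to 26.8% ± 2.83 (SD, n = 4, limma adjusted p = 1.15e-06). The retained-intron transcript ENSMUST00000235036.2 of Srsf7 held 11.2% ± 0.867 of the gene in the eCG-only group and was estimated at 0 in 3 of the 4 hCG samples, while another retained-intron transcript, ENSMUST00000234889.2, rose from 9.91% ± 1.48 to 16.1% ± 2.58. In Hnrnpa2b1, ENSMUST00000204188.3 rose from 7.65% ± 1.95 to 15.2% ± 1.09 and ENSMUST00000203220.3 fell from 20.2% ± 1.35 to 12.5% ± 2.65 (SD, n = 4, limma adjusted p = 1.15e-06), and without a minimum share the adjusted p was 0.108. In Dram2, which is overlapped by Cept1 on the opposite strand, ENSMUST00000029507.13 rose from 2.21% ± 0.520 to 13.4% ± 3.55 (SD, n = 4, limma adjusted p = 2.33e-06).

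**Figure D4:**
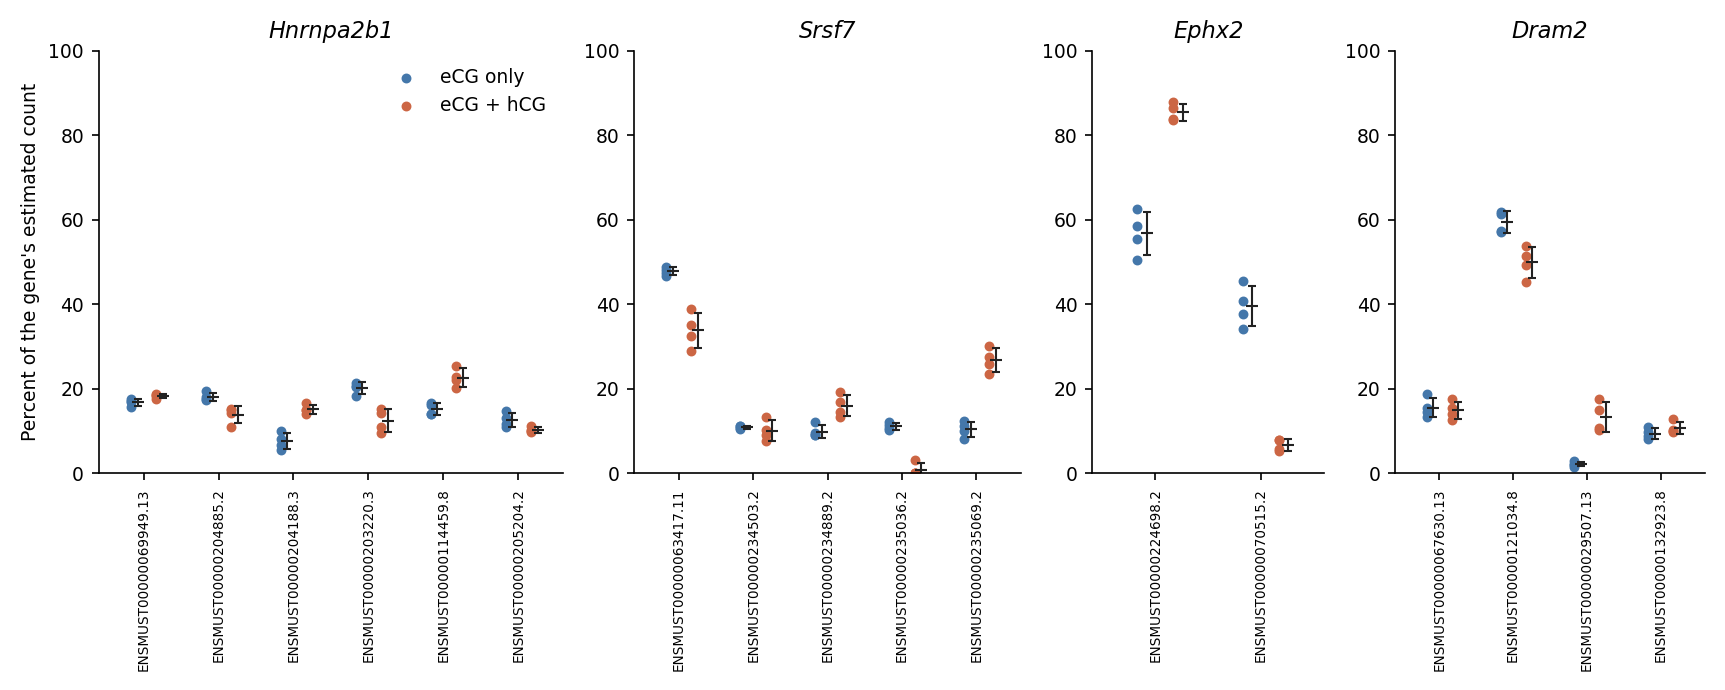
Share of each tested transcript in the estimated count of its gene (vertical axis, percent) in Hnrnpa2b1, Srsf7, Ephx2 and Dram2, with a point per sample for the 4 eCG-only and 4 hCG samples and bars for the mean ± SD. In Ephx2 the transcript ENSMUST00000224698.2 moves from a mean of 56.8% to 85.5%.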

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

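All the tests in this part were chosen after the values were seen, except the comparison of unmatched transcripts with genes of the same mean count.

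A sample's distance from the rest of its group was examined for the named genes, library measures, gene set scores and marker scores, which gave 245 groups of 4 values. In 15 of these the gap between the extreme sample and the nearest of the others exceeded the critical value of Dixon's ratio for 4 values, against about 12.2 expected by chance. The number is thus near what chance gives. Replicate 6 held 6 of the 15 and replicate 2 held 4, and these and the library measure were followed up. Over all genes with a mean above 1 CPM, replicate 6 was the extreme sample in 417 of 15227 genes (2.74%), replicate 5 in 280, replicate 7 in 118 and replicate 8 in 60. Among the eCG-only samples, replicate 2 was extreme in 284 of 15222 genes (1.87%) and each of the others in 106 to 148.

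In hCG replicate 6, Pgr (gap 0.976 of the range), Ptgs2 (0.968), Btc (0.916), Igf1r (0.874), Tnfaip6 (0.872) and Areg (0.83) were far below the other hCG samples. Pgr stood at 5.36 log2 CPM against 7.16 to 7.20 in the others. A depth effect was tested by thinning all libraries to the smallest total, after which 5 of the 5 genes Pgr, Areg, Btc, Ptgs2 and Tnfaip6 stayed as far, and so did Igf1r. This is a weak test, since replicate 6 had the largest hCG library (76.5 M reads, M for megareads) and thinning changes such values little. RNA of unstimulated cells mixed into the sample would lower all induced genes. Of the 131 genes with a log2 fold change of at least 3 in the fit without this sample and at least 10 CPM, 54.2% stood at or above the median of the other hCG samples, so a mixture did not explain the pattern. Its immediate-early gene score (Fos, Fosb, Egr1, Ier2, Jun, Junb, Dusp1 and Zfp36) was 7.34 log2 CPM against 5.52 to 6.28 in the other hCG samples. Handling of the tissue before lysis may move these genes, and their score also spread over 1.19 log2 units among the eCG-only samples, from 4.45 to 5.63. That spread does not decide between handling and a difference in the timing or course of the response, which remain as hypotheses. No sample of a second time point was analysed here, and the labels of all hCG samples disagree on 6 h or 8 h in the same way.

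In eCG-only replicate 2, Cyp19a1 (gap 0.933), Kitl (0.919), Ccne1 (0.896) and Kcne2 (0.862) were far below the other eCG-only samples. RNA of theca and stroma cells was tested as a source of dilution. The theca and stroma marker score of this sample lay 0.12 log2 units above the mean of the other eCG-only samples, but replicate 1 had the highest score, 4.09 against 3.70, without such low values. Replicate 2 had the highest eCG-only marker scores for leukocytes (-0.12 against -0.84 to -0.34 log2 CPM), endothelial cells (2.18 against 1.11 to 1.71) and erythrocytes (2.31 against 1.40 to 1.996), and the lowest granulosa score (9.36 against 9.43 to 9.49). Dilution by other cells would lower all granulosa genes alike. Replicate 2 had the highest eCG-only value of Esr2 (193 CPM) and the second highest of Inhba (4961 CPM), and Cyp19a1 lay further below the other samples (9.37 against 9.74 to 9.77 log2 CPM) than the granulosa score did. Dilution therefore did not account for these 4 genes.

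The other far values were those of Nr5a1 (gap 0.91) and the glycolysis score (0.851), both lowest in hCG replicate 5, Star (0.91), lowest in hCG replicate 7, and Gata6 (0.852), highest in eCG-only replicate 3. Star stood at 9.68 log2 CPM in replicate 7 and between 9.99 and 10.03 in the other hCG samples. These 4 are within the number that chance gives and no explanation was tested.

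Unmatched transcripts took 0.632% of reads (95% Wilson interval 0.630% to 0.634%) in eCG-only replicate 4 and 0.409% to 0.427% in the other eCG-only samples (gap 0.919 of the range). A single transcript, ENSMUST00000240377.1, accounted for 107% of the excess, with 191782 reads in replicate 4 against 6085 to 10778 in the other eCG-only samples. Without it the share was 0.392% in replicate 4 and 0.399% to 0.411% in the others, so the excess came from this transcript. Its values follow those of the Lars2 transcript ENSMUST00000217116.2, which had 184665 reads in replicate 4, 23945 in replicate 7 and 2616 to 10721 in the remaining samples. No biological explanation was tested.

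Transcripts absent from the annotation used for gene names were left out of the comparisons of genes, and they also differed between the groups. Tested as features of their own, 112 of 465 changed at an edgeR adjusted p under 0.05, with 63 higher and 49 lower after hCG. ENSMUST00000238723.2 had no read in any eCG-only sample and reached 2.14 ± 0.546 CPM after hCG (SD, n = 4), and ENSMUST00000238570.2 rose from 11.9 ± 1.06 to 39.9 ± 8.96 CPM. The share changed, 24.1%, was below that of genes of the same mean count, 36.2%, so low counts did not account for the whole difference from the 43.0% of all genes. Adding these transcripts left 9179 of the 9306 changed genes changed in the same direction. Their gene names were not used here.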

How the results depend on the processing

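No paired analysis was possible because the groups share no replicate numbers. The splits and 3 alternatives (unmatched transcripts added, mitochondrial and ribosomal RNA genes removed, retained introns removed) were chosen after results had been seen.

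The 34 other splits of the 8 samples into groups of 4 gave no changed gene, against 9306 in the real split, and their counts at an unadjusted p under 0.05 lay between 75 and 2653 (10820 in the real split). Only the real split (1 of 35) reached its own number of higher genes, lower genes, genes higher or lower by at least 2-fold, and changed panel genes. All 34 others gave 0 for these, with unadjusted counts of up to 1469, 1369, 611, 404 and 26. All other splits mix both treatments within each group, so the real contrast raises their within-group variance. Their counts of 0 therefore say little about what arbitrary grouping of like samples would give, and the same holds for transcript usage. For transcript usage 1 of the 35 splits, the real one, gave as many as 622 genes, and the highest count in another split was 4. For gene sets, 17 of the 35 splits gave 5 or more sets. These comprised the real split, 12 of the 16 that keep 3 samples of a group together, and 4 of the 18 with 2 samples of each group on both sides. The first kind of split holds part of the real contrast, so 17 of 35 overstates what arbitrary grouping gives. The 4 of 18 still leave the number of sets unreliable alone.

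The number of changed genes lay between 8233 (length offset) and 9444 (library size alone) in the 12 alternatives that kept all samples and tested for a change of any size, and from 8054 to 9257 across the 8 fits that each left out a replicate. Of the 9306 genes, between 84.1% (protein-coding genes only, which drops the other genes) and 99.3% remained changed in the same direction. Over the genes shared with the fit of all samples, no alternative moved the median log2 fold change by more than 0.0481. The number of genes lower after hCG by at least 2-fold at adjusted p under 0.05 was 1001 with protein-coding genes only. A test against a log2 fold change of 1 left 1059 higher and 439 lower genes. Transcript usage counted 383 to 718 genes across the 8 fits that each left out a replicate, and 478 to 660 in the other alternatives, of which 390 genes were shared with the 622 when no minimum share was set. The cause of these differences was not tested.

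Of the 101 named genes, 80 kept their direction and their side of the threshold in all 20 settings, 11 lost significance in at least 1 setting, 4 gained it and 7 changed sign. Significance was lost by Ccne1 (7 settings), Ptger4 (6), Gata6 (5), Kitl (4) and Egr1 (3). It was also lost by Cdkn1c, Cyp19a1 and Hif1a (2 settings each), and by Ccnd2, Lhcgr and Scarb1 (1 each). None of the genes that changed sign was significant with all samples and the main settings. Ptger2 was 0.0496 with the size factors of DESeq2, 0.0495 with its Wald test, 0.0225 with limma-voom, 0.0333 with protein-coding genes only, 0.00546 in thinned libraries and 0.045 without mitochondrial and ribosomal RNA genes (log2). Pparg was -0.023 with library size alone and -0.0838 with the length offset, which also gave 0.14 for Igf1 and 0.0321 for Cdkn1b. Across the 8 fits that each left out a replicate, log2 fold changes ranged from -0.0692 to 0.119 for Ptger2, -0.0433 to 0.107 for Pparg, -0.148 to 0.636 for Fos, -0.0286 to 0.177 for Nr4a2, -0.110 to 0.0252 for Cdk1 and -0.0869 to 0.0294 for Cdkn1b. The cause was not tested.

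The set scores kept their sign under TMM, DESeq2's size factors and library size alone, except that of ribosomal proteins, which was 0.03, 0.07 and -0.02. The smallest exact p, 0.0286, had an adjusted value of 0.0476 with TMM, 0.0571 with DESeq2's size factors and 0.0317 with library size alone. The number of sets at an adjusted p under 0.05 lay between 5 and 6, and mitosis had an adjusted p of 0.0569 with fry, its range over the alternatives with all samples being 0.00016 to 0.0569. Hypoxia response had 0.00127 with fry, and oxidative phosphorylation 0.0286 without a filter. The cause was not tested.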

Other observations

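The tests on GC content, length, matched random sets, neighbouring genes and ribosomal RNA words were chosen before their results were seen, and the others in this part were chosen afterwards.

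Across the 21617 genes tested, the log2 fold change was nearly unrelated to GC content (Spearman correlation 0.0148) and to transcript length (0.0289). Genes are not independent replicates, so no p-value is given. For the sets that passed the threshold with camera, 10000 random sets matched on GC content, length and expression were drawn. A mean change as large as the observed one occurred in a share of 0.0047 for mitosis and 0.0069 for cytoskeleton and smooth muscle genes. The share was 0.0001, the smallest these draws can give, for cholesterol biosynthesis, DNA replication and inflammatory mediators. GC content, length and expression level therefore did not account for these set changes.

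The DNA replication and mitosis scores were lower after hCG, and a candidate explanation is that fewer cells were in S phase. Histone genes, many of whose transcripts lack poly(A) tails, were examined as a further measure. Of 64 histone genes tested, 62 had a lower estimate after hCG, and their mean fell from 5.60 ± 0.103 to 5.01 ± 0.277 log2 CPM (SD, n = 4, exact permutation p = 0.0286, the smallest that can be reached). The values were 4.77, 4.77, 5.26 and 5.25 in replicates 5 to 8. This goes with the hypothesis, although Cdk1, Ccnb1 and Pcna did not change at an adjusted p under 0.05 over all genes tested. Pcna had a log2 fold change of -0.26 with an edgeR adjusted p of 0.0763, or 0.0426 over the panel alone.

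The rise of the inflammatory mediator set could reflect RNA of leukocytes. Leukocyte marker genes were higher by 0.30 log2 units after hCG, within the spread between samples (exact permutation p = 0.2). A rise of that size in leukocyte RNA does not account for the rise of the set mean by 1.15. Changes within leukocytes, or in which types of leukocyte were present, were not tested. RNA of theca cells could raise Star and Cyp11a1, but theca and stroma markers differed by -0.346 log2 units (exact permutation p = 0.314), opposite to that rise. Oocyte markers differed by -0.21 (exact permutation p = 0.0571), endothelial markers by 0.34 (p = 0.257, exact) and erythrocyte markers by 0.57 (p = 0.114, exact). Such markers were present in both groups. The oocyte marker Gdf9 had means of 71.2 CPM in the eCG-only group and 59.7 CPM after hCG. The theca and stroma marker Col3a1 had 146 and 130 CPM. The samples were therefore not shown to hold granulosa cells alone. The granulosa marker score fell from 9.45 ± 0.06 to 8.27 ± 0.45 log2 CPM (SD, n = 4, exact permutation p = 0.0286, adjusted 0.171 over 6 marker sets). Its 14 markers include Fshr, Cyp19a1, Inhba, Hsd17b1 and Nr5a2, which were among the panel genes lower after hCG. The score therefore cannot tell a smaller share of granulosa cells from lower expression of these genes.

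The size of the response differed between hCG samples. For each sample, the genes induced (log2 fold change of at least 3, at least 10 CPM) and repressed (at most -1.5) in a fit without that sample were taken, and its change from the eCG-only mean was divided by that of the median of the other hCG samples. The median ratio over induced genes was 1.22, 1.06, 0.70 and 0.91 in replicates 5 to 8, and that over repressed genes 1.13, 1.11, 0.82 and 0.87. In replicate 7, 10.8% of the induced genes stood at or above the median of the others, and 2.09% of the repressed genes had a response at or above it. RNA of unstimulated cells mixed into this sample might lower all induced genes to the same degree, which predicts that few of them stand at or above that median. The limits of this test were moved after its value was seen: under a first limit of 10% the explanation would have been rejected, and under the limits kept (under 5%, or 20% and above) the value leaves it open. A weaker or earlier response of all genes would give low percentages too, so this test cannot tell it from a mixture. Repressed genes set a limit on the share of unstimulated RNA, since such RNA brings their full level with it. A median ratio of 0.70 calls for a share of 30.03%. Pgr15l, however, stood at 3.99% of its eCG-only mean in replicate 7 (28 counts, upper 95% bound 5.77%). Each of the 6 genes selected by rule for the largest decreases stood at 17.4% or less there. A mixture with cells like those of the eCG-only samples therefore did not account for the smaller response of replicate 7. The distance of each sample from the mean of the rest of its group was not shown to differ between the groups. It was 0.43 ± 0.04 in the eCG-only group and 0.47 ± 0.03 in the hCG group (log2, SD, n = 4, exact permutation p = 0.143). In thinned libraries it was 0.417 and 0.467 (exact permutation p = 0.0857).

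Some genes were present in some replicates and near 0 in others of the same group. With a maximum above 5 CPM and a within-group range above 3 (log2), 16 such genes were found. Ccnb1ip1 stood at 0.204, 12.04, 31.4 and 0.392 CPM in the eCG-only samples. A candidate explanation is that the quantifier gave reads of overlapping genes to either of them, which predicts that their sum is stable. Of the 16 genes, 6 overlap a gene of the same strand in M21, and for 5 of these the range fell below 1 in the sum: Ccnb1ip1 with Rpph1 (range 0.19 and 0.40 in the groups), Rsc1a1 with Ddi2, Gm20431 with Ube2v1 and Tmem189, Ptp4a1 and Chtf8 each with a gene of the same symbol. For Ccnb1ip1, Rsc1a1 and Gm20431 the overlapping genes made up most of these sums, for instance 3538 to 5103 CPM for Ccnb1ip1 with Rpph1. Their sums would be stable with or without reassigned reads, so the test does not decide for these genes. Ptp4a1 stood at 0.972 CPM in hCG replicate 7 and 7.51 to 14 CPM in the other hCG samples. Its sum was 31.7 CPM and 22.9 to 28.3 CPM there, so it did not fall with the gene. Chtf8 stood at 29.6 and 0.314 CPM in eCG-only replicates 1 and 2, with sums of 117 and 115 CPM. These values go with reassigned reads for Ptp4a1 and Chtf8 but rest on few samples. The 10 genes without an overlapping gene and Esrra are not explained by such reassignment.

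Another of the 16 was Lars2, at 2352 CPM in eCG-only replicate 4 and between 72.3 and 346 CPM in the other samples. Its excess lay on ENSMUST00000217116.2, annotated as subject to nonsense-mediated decay, with 184665 reads in replicate 4, while all other Lars2 transcripts together held 1149 there and 973 to 2226 elsewhere. Reads of ribosomal RNA were tested as the source by comparing words of 31 bases, and 0% of those of this transcript occurred in any of 357 ribosomal RNA genes of M21. Ribosomal RNA annotated there did not explain the value. Ribosomal RNA sequence that M21 does not list was not searched, so the test does not exclude ribosomal RNA as the source. The source remains open.

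Neighbouring genes tended to change together. Over 17145 pairs of adjacent tested genes that do not overlap, the Spearman correlation of log2 fold changes was 0.189. In 1000 shuffled gene orders within chromosomes the highest was 0.0322, so the share as large was 0.001, the smallest these shuffles can give. A candidate explanation was reads running on from one gene into the next on the same strand, which would raise the correlation on the same strand. It was 0.207 for 8822 pairs on the same strand and 0.169 for 8323 pairs on opposite strands, a difference of 0.0376 (one-sided permutation p = 0.008). Running on of reads or transcription may thus contribute a small part, and most of the relation was also present on opposite strands, where it would have to arise from strand-independent counting or from shared regulation. These remain hypotheses, since genes of one family are often adjacent and were not separated.

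As a check of the labels, Xist had between 19209 and 37037 counts in each sample, Ddx3y had 0 in all samples and Eif2s3y had at most 4. Other Y-linked genes were not at 0: Kdm5d had 187 to 257 counts per sample and Uty 82 to 195. The source of these counts was not tested.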
